A study of Mus musculus with 6 samples. Its data were reported in "Loss of Uhrf1 in neural stem cells leads to activation of retroviral elements and delayed neurodegeneration" (2016).

How the data were processed

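Cortices of E16 mouse embryos were sliced and the lower part of each slice was taken as the germinal zone. Total RNA was extracted with Trizol and a column clean-up, ribosomal RNA was depleted, and stranded libraries were made and sequenced as read pairs on an Illumina HiSeq. The genotype in the sample labels gave 3 control libraries (Uhrf1 heterozygous) and 3 cKO libraries (Uhrf1 null). Replicates are numbered in accession order and are not paired across groups. The study describes them as biological replicates, and whether a library held 1 embryo or several is not given in the sources used here.

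The authors mapped the reads to mm10 with TopHat2 and kept properly paired reads, removing multiply mapping, duplicated and low-quality alignments with samtools. The samtools options as printed in the study's methods would do the reverse of this description, and which was run could not be settled from the values. The deposited FPKM (fragments scaled by transcript length and by the mapped fragments of the library) were made by the authors with Cuffdiff and cummeRbund, with 1 value per gene and library and no pooling of replicates. Tool versions, the gene annotation, the strand setting and the scaling option of Cuffdiff are not given in the sources used here. The removal of multiply mapping reads lowers values of genes with near-identical copies, and of repeats, which were not analysed here. FPKM keep no read counts, so depth is unknown and no counting interval is given. The number of genes above 0 and the 5th percentile of values above 0 (0.293, 1.09 and 0.763 FPKM in control 1, 2 and 3, and 0.177, 0.552 and 0.565 in cKO 1, 2 and 3) differed between libraries, so low values are less reliable in controls 2 and 3. Small noncoding RNAs made up 2.67% to 9.15% of all FPKM in a library. No pair of libraries was a duplicate.

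All 6 libraries were fitted with limma (version 3.58.1, R 4.3.3) on log2(FPKM + 0.5), with genotype as the term, no covariate and a variance trend, for the 13610 genes with a mean of at least 0.2 FPKM. Tests were two-sided with Benjamini-Hochberg adjustment and a threshold of 0.05. Fold changes on this scale understate the change of low genes. An exact permutation test of 3 against 3 libraries cannot go below p = 0.1, so single genes rest on the moderated test. The study's thresholds were applied with limma's unadjusted p in place of Cuffdiff's and with 0.5 added to both means. Of 22 gene lists written before the data were examined, 21 were tested with limma's camera with a preset correlation of 0.01, and mitochondrially encoded genes were not analysed here. Camera with an estimated correlation and fry, which asks whether a list's genes move one way without comparing them with other genes, were alternatives. Several members of the germline list had been seen in values the study gives for postnatal libraries when the list was written, so that list is not independent of the study, although it was not chosen on the libraries used here. Members of the microglia, interferon, stress response and p53 lists, such as C1qc, Parp12, Chac1 and Eda2r, are also among the study's genes raised postnatally. Independence of the study is therefore not claimed for those lists either. DNA repair and the p53 list share 1 gene.

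Named genes followed a rule fixed before the data were examined. It took Uhrf1, up to 12 higher and 10 lower genes past the threshold with no overlap between groups (filled to 8 in each direction by p where fewer passed), 13 fate and methylation genes, the 4 members with the smallest p in the direction of each called list, the 5 derepressed genes with the highest cKO mean, and 5 sex-linked genes. Gene positions came from GENCODE M21 (GRCm38, the assembly also called mm10), matched by symbol or by a RefSeq synonym for 98.2% of genes.

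The test was tried on simulated data with the means and spread of the 13610 genes in 3 against 3 libraries. The changed genes were drawn only from well-expressed genes, so the recovery rates do not cover genes near 0 FPKM. Over 5 runs the test recovered 12% of genes changed 2-fold, 68.4% changed 4-fold, 95.6% changed 8-fold and 98.4% changed 16-fold. Unchanged genes made up 7.81% of its calls, and 4.49% to 5.24% of them had an unadjusted p under 0.05. A raised list, also of well-expressed genes, was called in 5 of 5 runs and 0 of 250 unchanged lists were. Noise was drawn independently for each gene, so this does not test lists whose members vary together. In the data the estimated correlation was 0.314 for the oxidative phosphorylation list. Alternatives changed the pseudocount, the filter, the scaling, the variance model, library weights, a Y-linked covariate, the set test and the libraries left out, 1 at a time except where the estimated correlation was combined with a title covariate or a pair of libraries was left out together. Figures were drawn with matplotlib 3.10.9.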

Results

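Ribosome-depleted, stranded RNA-seq was performed on the germinal zone of the mouse cerebral cortex at embryonic day 16 (E16), the layer along the ventricle where neural stem cells and progenitors divide. The 6 libraries fell into 3 control libraries, labelled heterozygous for Uhrf1, and 3 conditional knockout (cKO) libraries, labelled homozygous null, both carrying the cortex-specific Emx1-Cre driver. Uhrf1 recruits the maintenance DNA methyltransferase Dnmt1 to replicating DNA. The comparison asks which transcripts change in the germinal zone when Uhrf1 is deleted in cortical progenitors. The deposited values were FPKM per gene, and the read depth behind them is unknown. Control libraries 1, 2 and 3 had 13159, 11272 and 11695 genes above 0 FPKM, and cKO libraries 1, 2 and 3 had 14259, 12643 and 12601. Some abundant genes were listed at 0 in single libraries, including 22 genes that exceeded 100 FPKM in another library. A value of 0 can therefore be a failed estimate, and genes with such values are given library by library. Pearson correlations of log2 values across genes lay between 0.812 and 0.913 within groups and between 0.809 and 0.916 across groups, so the libraries did not separate by genotype in this measure.

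Uhrf1 itself (chromosome 17, 56303321 to 56323486, plus strand, GRCm38, protein coding) did not check the labels. It was listed at 6.498 FPKM in control 1 and at 0 in controls 2 and 3, and at 2.89, 1.18 and 0.699 FPKM in cKO 1, 2 and 3. The log2 fold change was 0.66 with a standard error of 1.07, which was within the spread between libraries (limma, adjusted p = 0.925). Its direction rested on the pair of control values at 0, and with control 1 as the only control it was -1.88. A value for the whole gene also counts exons outside the deleted part, so it cannot tell the genotypes apart, and every direction below is between libraries labelled cKO and libraries labelled control.

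Among 13610 genes tested, 6 were higher in the libraries labelled cKO at an adjusted p under 0.05 in limma and 0 were lower, against 493 and 326 at an unadjusted p under 0.05. In the simulated data 4.49% to 5.24% of unchanged genes reached that unadjusted p, so most of these 493 and 326 genes could arise by chance. Ccrn4l (current symbol Noct, nocturnin, a clock-controlled gene) rose from 3.84 ± 2.44 to 120 ± 17.7 FPKM (SD, n = 3 each), a 31.3-fold difference of means. Its log2 fold change on the log2(FPKM + 0.5) scale was 5.01 with a standard error of 0.48 (limma, adjusted p = 0.0211). The other 5 were listed at 0 in all 3 controls. Serpinb1c, a serine protease inhibitor family member, stood at 23.5, 18.9 and 42.2 FPKM in cKO 1, 2 and 3 (adjusted p = 0.0211). Xlr3c, of an X-linked multicopy family, stood at 14.9, 18.8 and 25.5 FPKM (adjusted p = 0.0211), and 4930550L24Rik at 13.96, 28.5 and 16.2 FPKM (adjusted p = 0.0235). Mnd1, a meiotic recombination factor, stood at 11.6, 14.9 and 18.0 FPKM (adjusted p = 0.0255), and the antisense transcript Kank4os at 15.4, 9.87 and 20.5 FPKM (adjusted p = 0.0298). Xlr3c has near-identical copies and Kank4os overlaps Kank4 on the opposite strand, so their values are uncertain where the counting could split or merge reads. Copies of Mnd1 were not looked for. The count of 6 fell to 0 when any single cKO library was left out, to 3 without control 2 and to 4 without control 3, and it was 12 higher and 1 lower (Mir546, named after its values were seen) without control 1. It was also 0 with no filter on low values, with the level of Y-linked genes or the number of genes above 0 as a covariate, and with values under 2 FPKM raised to 2.

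These genes lie on several chromosomes of GRCm38. Ccrn4l spans 51224447 to 51251644 on the plus strand of chromosome 3, and Mnd1 spans 84087933 to 84155786 on the minus strand of the same chromosome. Serpinb1c spans 32881434 to 32898211 on the minus strand of chromosome 13. Xlr3c spans 73254540 to 73265390 on the minus strand of chromosome X, and 4930550L24Rik spans 58909360 to 58920304 on its plus strand. Kank4os spans 98793768 to 98798900 on the plus strand of chromosome 4. All are annotated as protein coding except Kank4os, which is annotated as antisense.

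The next genes in order of p did not pass. Rhox5, a homeobox gene of the reproductive tract, was at 0 in all controls and at 10.8, 10.5 and 7.27 FPKM in cKO 1, 2 and 3 (limma, adjusted p = 0.0609). Mia was at 0 in all controls and at 11.98, 6.78 and 10.8 FPKM (adjusted p = 0.0609). In the other direction, the glutathione transferase Gsto1 had 26.4 ± 3.61 FPKM in control and 5.06 ± 1.44 in cKO (SD, n = 3 each), with a log2 fold change of -2.30 and a limma adjusted p of 0.0984. The histone acetyltransferase Hat1 had 40.5 ± 7.55 and 13.2 ± 4.49 FPKM (SD, n = 3 each, limma adjusted p = 0.247). B3galt2 had 41.2 ± 3.98 and 17.5 ± 3.80 FPKM, and Gap43, a growth cone protein, had 60.4 ± 4.95 and 23.8 ± 9.11 FPKM (SD, n = 3 each). Gpr52 was at 3.68, 14.95 and 10.6 FPKM in the controls and at 1.004, 0 and 0 in cKO. Ypel5, Atp6v0e and Srp9 had control means 2.03, 2.46 and 2.77 times those in cKO. The limma adjusted p of these last 6 genes lay between 0.350 and 0.518.

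**Figure D1:**
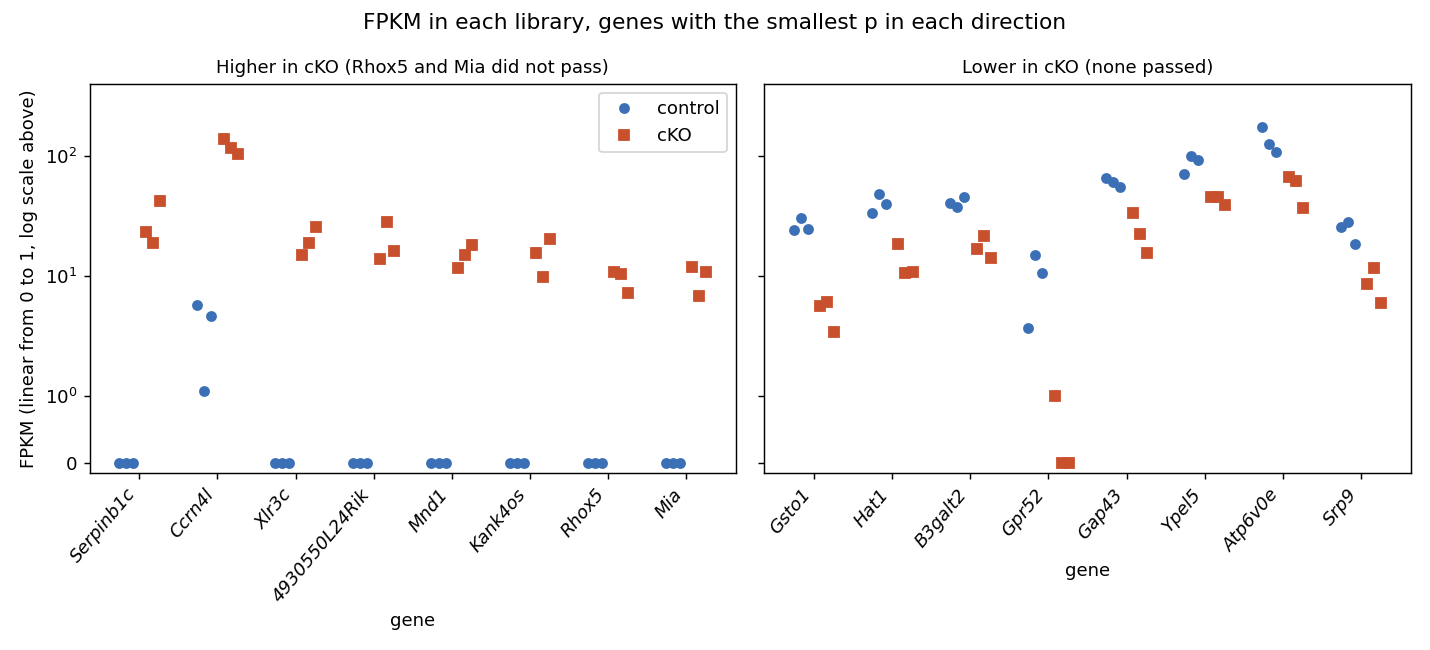
FPKM of the 8 genes named in each direction, on an axis that is linear from 0 to 1 FPKM and logarithmic above, with 1 point per library (circles control, squares cKO, 3 libraries each). In the left panel 7 genes sit at 0 in all 3 controls and Ccrn4l lies between 1.10 and 5.78 FPKM in control and between 104 and 139 FPKM in cKO, while no gene of the right panel passed the adjusted threshold.

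At the thresholds of the study (unadjusted p under 0.05 and a change over 2-fold, here with limma), 400 genes were higher and 172 lower in the libraries labelled cKO, so 69.9% of them were higher. The share was 82.5% with FPKM rescaled to the same sum in each library and 54.2% after quantile normalization. The median log2 fold change of all genes was 0.04, and 0.20 with that rescaling, which also let 14474 genes pass the filter and made the added 0.5 smaller beside the values. Of the 400 genes, 106 were listed at 0 in all 3 controls. The 400 and 172 rest on an unadjusted p, so unchanged genes can be among them. Among genes above 0 in every library, a choice that leaves out genes silent in 1 group, 121 were higher and 119 lower. Derepressed genes, those of the 400 with a mean under 0.1 FPKM in control and above 0.1 in cKO, numbered 138, against 10 genes with the opposite pattern, and made up 24.1% of the changed genes. The 5 with the highest cKO mean were Xist, Serpinb1c, Xlr3c, 4930550L24Rik and Kank4os. Groups did not overlap for 976 genes higher and 709 lower, together 12.4% of genes tested, where chance gives 10%. Without control 1 the higher count was 694 and the derepressed count 274, without control 2 or control 3 the derepressed count was 90 or 91, and without control 3 the lower count was 322. With control 1 as the only control, 237 genes were higher, 349 lower and 73 derepressed.

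Germline genes that DNA methylation silences in somatic cells rose as a list in the libraries labelled cKO. Of 82 genes listed 81 were in the data, and the 37 with a mean of at least 0.2 FPKM were tested. The rest stayed below that mean, so the rise does not cover the whole list. Of the 37 tested, 32 had positive and 5 negative log2 fold changes, with a median of 0.998, and the list was called by camera (adjusted p = 7.25e-15 with a preset correlation of 0.01). It was the only one of 21 lists called with an estimated correlation (adjusted p = 0.0143), and it missed the threshold there once the first digit of the number in the sample title was a covariate (adjusted p = 0.0683). Adjusted over all genes tested 2 members passed, Xlr3c and Mnd1, and adjusted over the list alone 12 passed, all higher. Several of the 12 were Xlr genes, which share near-identical sequence. Sohlh2, a germ cell transcription factor, was at 0 in all controls and at 3.86, 5.08 and 5.34 FPKM in cKO 1, 2 and 3, and Rhox5 is given above. Only 4 members were above 0 in every library. The median was 1.57 without cKO 2 and 1.498 without cKO 3, with the call kept. With values under 2 FPKM raised to 2, which removes differences under 2 FPKM, the median of the list was 0.07, still called (adjusted p = 2.18e-06).

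Markers of microglia and macrophages, the immune cells of the brain, rose as a list in the libraries labelled cKO. Of 21 tested, 20 were positive, with a median log2 fold change of 0.99 (camera, adjusted p = 6.73e-05), although 0 passed singly, over all genes or over the list alone. The adjusted p was 0.0876 with an estimated correlation. Only 2 of the 21 were above 0 in every library, and their median was 0.47. Ly86 was at 0 in all controls and at 2.03, 1.10 and 3.86 FPKM in cKO 1, 2 and 3. The complement gene C1qa was at 0.106, 0 and 1.06 FPKM in control and at 1.39, 8.17 and 3.01 in cKO. The receptor Csf1r was at 0.396, 0 and 0 FPKM in control and at 1.39, 2.15 and 1.14 in cKO, and C1qc at 3.64, 0 and 0 in control and 3.96, 5.01 and 8.55 in cKO. Markers of blood vessels and of meninges had medians of 0.42 and 0.21 without being called, and the mean score of the meninges list was higher in all 3 cKO libraries than in any control. Controls 2 and 3 had the fewest genes above 0 of all libraries, and with values under 2 FPKM raised to 2 the microglia call was lost (median 0.14, adjusted p = 0.127).

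Interferon-stimulated genes and sensors of viral RNA also rose as a list, less firmly. Of 80 genes listed 79 were in the data, and 41 passed the filter and were tested. Of the 41 tested, 32 were positive, with a median log2 fold change of 0.64 (camera, adjusted p = 0.00877). The adjusted p was 0.171 with an estimated correlation. Of the 41, 14 were above 0 in every library, and their median was 0.27. Over all genes 0 passed, and 1 passed adjusted over the list alone, the antigen presentation gene H2-T23, which was at 0.656, 0 and 0 FPKM in control and 3.71, 5.02 and 5.40 in cKO. Mavs, the adaptor of cytosolic RNA sensing, was at 0 in all controls and at 2.69, 0 and 1.999 FPKM in cKO. Cxcl10 was at 0 in all controls and at 1.33, 0 and 1.69 FPKM in cKO, and Parp12 at 0 in all controls and at 2.48, 1.04 and 0. The unadjusted limma p of these last 3 genes lay between 0.0629 and 0.0904. At an unadjusted p under 0.05, 1 member was higher, H2-T23, and 1 lower, Psme1 (named after its values were seen). The call was lost without control 1 (adjusted p = 0.0648) and without cKO 3 (adjusted p = 0.0759), with FPKM rescaled to the same sum (adjusted p = 0.0831), after quantile normalization (adjusted p = 0.204), with a mean of at least 1 FPKM (adjusted p = 0.213) and with values under 2 FPKM raised to 2 (median 0, adjusted p = 0.265), and without control 3 and cKO 3 together (adjusted p = 0.127).

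Stress genes were higher as lists. For the unfolded protein and integrated stress response, 31 of 43 tested genes were positive, with a median log2 fold change of 0.37 (camera, adjusted p = 0.00182). The adjusted p was 0.459 with an estimated correlation, and 0 genes passed over all genes or adjusted over the list alone. Without control 3 the median was 0.19 (adjusted p = 0.0404). Asns, the asparagine synthetase, had 9.68 ± 4.28 FPKM in control and 30.0 ± 7.77 in cKO (SD, n = 3 each). Creld2 had 5.05 ± 2.45 and 12.7 ± 2.51 FPKM (SD, n = 3 each). Trib3 was at 0 in all controls and at 1.10, 1.38 and 2.51 FPKM in cKO 1, 2 and 3, and Chac1 was at 1.08, 0 and 0 in control and 4.61, 1.89 and 2.97 in cKO. For p53 targets and apoptosis, 25 of 36 were positive, with a median of 0.40 (camera, adjusted p = 0.00575). The adjusted p was 0.544 with an estimated correlation. Over all genes 0 passed, and 2 passed adjusted over the list alone, the death receptor Eda2r, at 0.103, 0 and 0 FPKM in control and 10.6, 11.2 and 4.91 in cKO, and Pidd1, at 0 in all controls and 3.13, 2.88 and 2.34 in cKO. Zmat3 had 4.42 ± 1.61 and 11.4 ± 0.783 FPKM, and Ccng1 had 30.0 ± 4.32 and 44.7 ± 0.169 FPKM (SD, n = 3 each). The mean score of the p53 list in cKO 3 was -0.22, inside the control range of -0.42 to -0.13, and without cKO 2 the list missed the threshold (adjusted p = 0.0596). Control 3, the only control that shares the first digit of its title number with cKO 3, had the lowest score, -0.42. The group difference in mean score had t = 2.09. With that digit in the model, a choice made after the data were seen, t was 3.6, where 3 residual degrees of freedom need 3.18. Camera with that digit and an estimated correlation gave an adjusted p of 0.284.

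Genes of nuclear-encoded oxidative phosphorylation, which makes ATP in mitochondria, were lower as a list. Of 74 tested, 60 were negative, with a median log2 fold change of -0.30 (camera, adjusted p = 4.03e-05). The adjusted p was 0.544 with an estimated correlation, and 0 genes passed over all genes or adjusted over the list alone. Ndufv3 of complex I had 91.8 ± 33.9 FPKM in control and 40.4 ± 9.16 in cKO, and the ATP synthase inhibitor Atpif1 had 509.6 ± 215 and 218 ± 61.1 FPKM (SD, n = 3 each). Atp5o had 92.4 ± 8.84 and 61.3 ± 8.49 FPKM, and Uqcrb of complex III had 41.1 ± 6.24 and 26.1 ± 5.09 FPKM (SD, n = 3 each). The list's mean score in control 1, 2 and 3 was 0.73, 0.27 and -0.64, a range that held all 3 cKO libraries, and without control 1 the call was lost (median -0.13, adjusted p = 0.107). The median was -0.60 without control 3 (adjusted p = 4.32e-13) and -0.14 without cKO 3, with the call kept.

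Projection neuron genes were likewise lower as a list. Of 37 tested, 32 were negative, with a median log2 fold change of -0.36 (camera, adjusted p = 0.000449). The adjusted p was 0.544 with an estimated correlation. Over all genes 0 passed, and 2 passed adjusted over the list alone, Gap43, given above, and the layer 4 transcription factor Rorb, with 30.8 ± 11.2 FPKM in control and 10.8 ± 1.94 in cKO (SD, n = 3 each). Neurod6, a neuronal transcription factor, had 792 ± 161 and 453 ± 63.3 FPKM, and Ldb2 had 18.7 ± 2.28 and 10.2 ± 1.93 FPKM (SD, n = 3 each). Without cKO 3, in which the list had its lowest mean score, the median was -0.02 and the call was lost (adjusted p = 0.131), as it was without control 3 and cKO 3 together (median -0.10, adjusted p = 0.127).

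**Figure D2:**
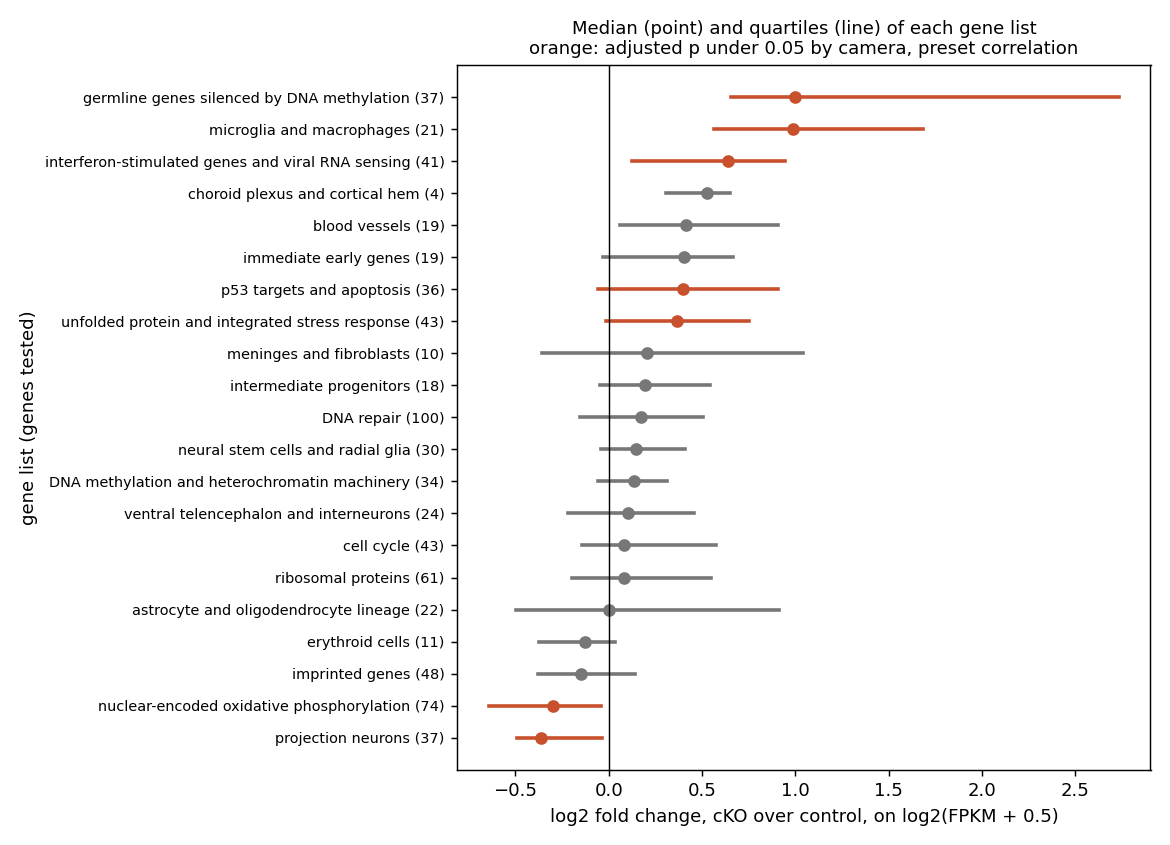
Log2 fold change of cKO over control on the log2(FPKM + 0.5) scale for the 21 gene lists tested, with the median as a point and the quartiles as a line, and the number of genes tested in brackets. Lists in orange had an adjusted p under 0.05 by camera with the preset correlation, with medians from -0.36 for projection neurons to 0.998 for germline genes, and only the germline list was also called with an estimated correlation.

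Regulators of cortical fate and of DNA methylation did not pass the test. Pax6, a radial glial transcription factor, had 35.7 ± 14.4 FPKM in control and 33.5 ± 2.71 in cKO, and Eomes, of intermediate progenitors, had 28.2 ± 7.64 and 26.3 ± 2.35 (SD, n = 3 each). Emx1 had 6.66 ± 3.34 and 7.79 ± 2.57 FPKM, Emx2 had 11.5 ± 2.55 and 7.61 ± 1.24, Neurog2 had 59.5 ± 33.2 and 42.4 ± 15.1, and Tbr1 had 78.4 ± 29.6 and 64.0 ± 34.2 (SD, n = 3 each). Olig2 had 4.98 ± 2.67 and 3.39 ± 1.42 FPKM (SD, n = 3 each). Dnmt1 had 13.6 ± 2.68 and 15.6 ± 4.80 FPKM, and Tet1, Tet2 and Tet3, which oxidize methylcytosine, had cKO means 1.22, 0.971 and 1.13 times those in control. The limma adjusted p of these 11 genes was 0.850 or higher. The astrocyte filament gene Gfap was at 0 in all controls and at 1.91, 1.53 and 10.1 FPKM in cKO 1, 2 and 3, with a log2 fold change of 2.90 and a limma adjusted p of 0.570. S100b was at 2.66 FPKM in control 2 and at 0 in all other libraries.

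The remaining 14 lists were not called. Their camera adjusted p was lowest for blood vessels (median 0.42, adjusted p = 0.0872), neural stem cells and radial glia (median 0.15, adjusted p = 0.137), imprinted genes (median -0.15, adjusted p = 0.186) and meninges and fibroblasts (median 0.21, adjusted p = 0.263). With 1 library left out these medians ran from 0.267 to 0.665, 0.081 to 0.223, -0.125 to -0.003 and 0.068 to 0.62, and that of DNA repair from 0.038 to 0.239. Among radial glial genes, 5 of 30 (Tnc, Ttyh1, Pdpn, Mfge8 and Vim, named after their values were seen) were higher and 0 lower at an unadjusted p under 0.05. Over all genes 0 members of these 14 lists passed, and adjusted over the list alone 1 passed in the meninges list (Ogn) and 1 in the methylation list (Suv39h2). For DNA methylation and heterochromatin machinery the median was 0.13, for DNA repair 0.17, for intermediate progenitors 0.19, for ventral telencephalon and interneurons 0.10, and for the astrocyte and oligodendrocyte lineage 0.00. In that last list 6 of 22 genes (Gfap, Aldh1l1, Gja1, Bcan, Clu and Apoe) were higher and 0 lower at an unadjusted p under 0.05, its mean log2 fold change was 0.32, and its mean score was higher in all 3 cKO libraries than in any control. For choroid plexus and cortical hem it was 0.53 over 4 genes, for erythroid cells -0.13, for the cell cycle 0.08, for immediate early genes 0.40 and for ribosomal proteins 0.08. Their adjusted p lay between 0.441 and 0.563.

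Sex-linked transcripts showed that the libraries were not of one kind. Ddx3y, Eif2s3y, Kdm5d and Uty, which lie on the Y chromosome, were all at 0 in cKO 2 and above 8 FPKM in the other 5 libraries. Xist, the RNA that coats the inactive X chromosome, was at 315 FPKM in cKO 2. It was at 20.9 and 17.8 FPKM in cKO 1 and 3, which held the Y-linked transcripts, and at 0.0176, 0 and 0.0604 FPKM in control 1, 2 and 3 (limma log2 fold change 6.57, adjusted p = 0.109).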

Values the study reported

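In whole E16 cortex, which are other libraries than those analysed here, the study reported 89 up-regulated and 20 down-regulated genes at its thresholds. It counted 30% of those deregulated genes as derepressed. For the germinal zone libraries the study described a mild deregulation of genes, much like that in whole cortex. Among endogenous retroviral repeats it reported the largest increase there for intracisternal A particle elements, and repeats were not analysed here. It also described overrepresented interferon signalling, a trend to lower oxidative phosphorylation and a mild increase of Gfap, without giving counts in its text. It could not detect Gfap transcripts by quantitative PCR, which it read as pointing to a very low activation. In stained E16 cortex it described microglia as alike in number and form in control and cKO. It also found Tbr1-labelled neurons of the embryonic cortical plate comparable between genotypes.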

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

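The settings with a floor of 2 FPKM, with the number of genes above 0 or the title number as a covariate, and with several libraries left out were chosen after seeing the data. The germline list and the stress response list kept their direction and call in 21 of 21 alternative fits (adjusted p up to 2.18e-06 and 0.0404), and the germline list alone was called with an estimated correlation, but not with the title number as a covariate as well (adjusted p = 0.0683). The microglia and oxidative phosphorylation lists and the p53 list were each called in 20 of 21 fits, projection neurons in 19 and the interferon list in 14, with no change of direction, although the interferon median was 0 with the floor. The ribosomal list was called, higher, after quantile normalization with radial glia (adjusted p = 0.0262 each) and without control 1 with blood vessels (adjusted p = 0.0366 each), and lower with control 1 alone (adjusted p = 0.0204). Ccrn4l kept its direction in all 21 fits (log2 fold change 4.25 to 5.38, adjusted p 0.00335 to 0.425) and its call in 12, as did Serpinb1c and Xlr3c, against 11 for 4930550L24Rik, 8 for Mnd1 and 7 for Kank4os, none reversed. Mnd1 and Kank4os missed the threshold with a pseudocount of 0.1 (adjusted p = 0.0525 each) and with FPKM rescaled (adjusted p = 0.0511 and 0.053), and Kank4os with the title number as a covariate (adjusted p = 0.0518), where Pnpt1, named after its values were seen, passed. The number of lists called was 1 with an estimated correlation, 0 with that and the title number as a covariate, and 3 with fry (germline, microglia and interferon), against 7. The 6 genes higher became 10 with array weights and 0 with no filter, with the Y-linked covariate, with a floor of 2 FPKM, with the number of genes above 0 as a covariate, with control 1 as the only control (which is then assumed to vary like the other libraries) and among titles whose last number starts with 3. Derepressed genes, 138 as reported, became 60 with a mean of at least 1 FPKM, 77 after quantile normalization, 22 with the floor, 84 with the number of genes above 0 as a covariate and 73 with control 1 alone. Genes higher at the study's thresholds, 400 as reported, became 214 with the floor, 186 with that covariate and 237 with control 1 alone, where genes lower were 349 against 172. The floor removes differences under 2 FPKM by construction, and fewer libraries lower the power, while the cause was not tested for the other settings. Leaving out 1 library at a time gave 0 to 12 genes higher, 0 to 1 lower, 270 to 694 higher and 133 to 322 lower at the study's thresholds and 90 to 274 derepressed.

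Reversals of sign were found only for results that had not passed. Uhrf1 went from 0.66 to -0.389 with the floor, -1.035 with the number of genes above 0 as a covariate and -1.881 with control 1 alone. With no filter the median of the meninges list was -0.087. With FPKM rescaled to the same sum, Eomes was 0.073, Tet2 0.078 and the erythroid list 0.141. Tet2 was 0.001 after quantile normalization, and Pax6 was -0.025 with libraries scaled to the same median. With array weights Emx1 was -0.121 and Pax6 -0.156. With the Y-linked covariate Kdm5d was 0.136, Eif2s3y 0.575, Tet2 0.002, Pax6 -0.073 and the ribosomal list -0.048. With the number of genes above 0 as a covariate Dnmt1 was -0.191, Tet2 0.196, Pax6 -0.067, the interneuron list -0.191, the immediate early list -0.102 and the ribosomal list -0.173. With control 1 alone Emx1 was -0.374, Dnmt1 -0.078, Tet2 0.162, Pax6 -0.381, DNA repair -0.038, intermediate progenitors -0.07, interneurons -0.216, blood vessels -0.007, cell cycle -0.042, immediate early genes -0.378 and ribosomal proteins -0.434. Among titles starting with 3, Emx1 was -0.342, Pax6 -0.376, intermediate progenitors -0.127 and cell cycle -0.008. Leaving out 1 library at a time, values ran from -2.596 to 0.047 for Ddx3y, -2.259 to 0.942 for Eif2s3y, -2.048 to 0.492 for Kdm5d, -0.046 to 0.403 for Dnmt1, -0.13 to 0.611 for Emx1, -0.306 to 0.075 for Eomes, -0.941 to 0.012 for Neurog2, -0.392 to 0.209 for Pax6, -0.752 to 0.125 for Tbr1, -0.267 to 0.119 for Tet2 and -0.007 to 0.255 for Tet3. For lists they ran from -0.045 to 0.173 for cell cycle, -0.66 to 0.096 for erythroid cells, -0.15 to 0.406 for intermediate progenitors, -0.249 to 0.355 for ribosomal proteins and -0.114 to 0.471 for interneurons. The cause was not tested. The astrocyte list, with a median of 0, ran from -0.177 to 0.236. Genes that a stricter filter removed gave no value there. No paired analysis was possible because the labels give the groups no shared replicate numbers. The first digit of the title number, whose meaning is not given, sets control 3 and cKO 3 apart and was used as a covariate and to leave out those 2 libraries.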

Other observations

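The gene families in this paragraph were chosen after their values were seen. Clustered protocadherins are cell surface proteins that give neurons individual identities. In the Pcdhb cluster 20 of 21 genes were positive, with a median log2 fold change of 1.25 (camera over 7 families, adjusted p = 2.85e-09, and adjusted p = 0.0485 with an estimated correlation). Pcdhb17 was at 2.25, 5.90 and 9.27 FPKM in control and at 17.7, 20.1 and 25.6 in cKO, and Pcdhb19 at 7.41, 5.23 and 8.27 and at 21.5, 15.9 and 33.9. The median was 0.86 over 14 genes of the Pcdha cluster and 0.72 over 22 of the Pcdhg cluster, with adjusted p = 0.0902 and 0.353 with an estimated correlation. With a floor of 2 FPKM the Pcdha median fell to 0.25, with 0 genes at an unadjusted p under 0.05 (camera, adjusted p = 0.0894), while that of Pcdhg was 0.71. Genes of these 2 clusters share their last exons, so their single values are uncertain. Over 12 protocadherins outside the clusters the median was -0.11 (adjusted p = 0.723), and 0.03 with FPKM rescaled to the same sum. The Pcdhb median was 1.49, 1.13 and 1.22 under the 3 other scalings and 1.02 with a floor of 2 FPKM, but with an estimated correlation its adjusted p was 0.186, 0.152, 0.0898 and 0.0697 there. Over 56 replication-dependent histones the median was -0.26 (adjusted p = 0.00372, and 0.615 with an estimated correlation), but -0.02 after quantile normalization, where the call was lost (adjusted p = 0.649), as it was with the floor (adjusted p = 0.0584). It was -0.52 with the number of genes above 0 as a covariate (adjusted p = 7.08e-06) and -0.80, with 53 of 56 negative, with control 1 as the only control (adjusted p = 3.35e-08). Over 335 Zfp zinc finger genes the median was -0.15 (adjusted p = 0.000672, and 0.0485 with an estimated correlation) and -0.02 with FPKM rescaled to the same sum (adjusted p = 0.464 with an estimated correlation). That adjusted p was also 0.447 after quantile normalization, 0.413 with libraries scaled to the same median, 0.103 with the floor and 0.376 with the number of genes above 0 as a covariate. The Zfp call was lost with the number of genes above 0 as a covariate (adjusted p = 0.233) and with control 1 as the only control (adjusted p = 0.484).

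Of the 393 placed genes that were higher at the study's thresholds, 31 (7.89%) lay on the X chromosome, against 508 (3.77%) of 13462 placed genes tested (Fisher's exact test across genes, two-sided, p = 0.000119). For the 169 lower genes the share was 4.14% (Fisher's exact test, p = 0.686). This test was also chosen after the data were seen, neighbouring genes are not independent, and 1 cKO library differed from the other 5 libraries in its Y-linked transcripts. Among Xlr genes 7 of 7 were positive (median 2.73, adjusted p = 5.21e-10, and 0.018 with an estimated correlation), although they share near-identical sequence. All 7 are also members of the germline list, and 6 of them were higher at an unadjusted p under 0.05. Xlr3c, Rhox5, 4930550L24Rik, Eda2r and Xist are among the X-linked genes counted above. The excess on the X chromosome therefore overlaps the germline list and includes Xist, whose level depends on sex. The Xlr result is therefore not separate from those 2 results. With a floor of 2 FPKM 6 of the 7 were positive, with a median of 0.69 and an adjusted p of 0.0697 with an estimated correlation, and with control 1 as the only control that adjusted p was 0.21. In the list of DNA methylation and heterochromatin machinery, the histone methyltransferase Suv39h2, chosen after its values were seen, was at 9.41, 6.45 and 5.70 FPKM in control and at 19.8, 23.007 and 21.1 in cKO (limma, adjusted p = 0.350 over all genes and 0.028 over the list alone). At the study's thresholds 400 genes were higher and 172 lower here. Both counts are higher than those quoted from the study above, which come from other libraries and another test. For the germinal zone libraries used here the study gave no count in its text and called the deregulation mild.

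In the weighing that follows, the tests of blood, vessel and meningeal tissue and those with the title number were chosen after the result was seen. The germline, microglia and interferon lists hold low genes, and controls 2 and 3 had the fewest genes above 0. Shallower controls alone would raise all genes of like level, but against 10000 random lists matched on mean expression the medians lay at percentiles 100, 99.98 and 99.75 (median of the matched lists 0.21, 0.20 and 0.19), and all 3 lists were still called with control 1, which had more genes above 0 than cKO 2 and 3, as the only control. More blood in the cKO dissections would raise erythroid markers alike, yet the microglia median exceeded theirs by 1.12, at percentile 99.86 of matched differences, and it exceeded the meningeal median by 0.78, at percentile 98.45, although the meningeal mean scores were also higher in cKO with no overlap. The meningeal median rested on 10 genes and ran from 0.068 to 0.62 with 1 library left out, so the comparison with it is weak. The erythroid median rested on 11 genes and ran from -0.66 to 0.096 in the same way. Hba-a1, 1 of those 11, was at 0.0891, 630 and 0.0493 FPKM in control 1, 2 and 3, so the blood comparison also has limits. More vessel tissue stays open, since the vessel median was 0.42 and the microglia median exceeded it by 0.57, at percentile 95.35. Low depth may still add to the sizes, since the matched lists themselves had medians above 0. A response to the deletion stays open as an untested hypothesis, and these values alone cannot test for more microglia. In sections of E16 cortex stained for Iba1, however, the study described microglia as alike in number and form in control and cKO. It saw no microglial activation in the embryonic cortex.

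The oxidative phosphorylation and projection neuron lists were lower. Transcript length was tested with random lists matched on expression and length, among which the medians lay at percentiles 1.05 and 0, so length does not account for the whole difference, though the matched lists for oxidative phosphorylation already had a median of -0.16. Variation between libraries that the members share stays open: the groups' mean scores overlapped for both lists (t = -0.512 and -0.845), but with the title number in the model t was -1.14 and -2.14, short of the 3.18 that 3 residual degrees of freedom need. Within each title set the projection neuron score was lower in every cKO library than in any control, which did not hold for oxidative phosphorylation. Whether fewer neurons, lower expression or dissection lies behind the difference was not tested here. The study found Tbr1-labelled neurons of the embryonic cortical plate comparable between control and cKO, and layering at E18 unchanged. Those counts were made in the cortical plate, while these libraries came from the germinal zone.

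Xist was at 6.63% and 5.66% of its cKO 2 level in cKO 1 and 3, which carry Y-linked transcripts. Carry-over of RNA from cKO 2 would bring its other transcripts at the same share. Only 2 genes apart from Xist, 4930550L24Rik and Rpl39l, met the cut-offs set for high in cKO 2 and near 0 in the controls. Serpinb1c and Xlr3c, at 18.9 and 18.8 FPKM in cKO 2, fell below the first cut-off. Of the 2 genes, 0% in cKO 1 and 50% in cKO 3 lay under 0.5 times the level needed, too few to decide. 4930550L24Rik was itself called higher in cKO, at 13.96 and 16.2 FPKM in cKO 1 and 3, so it could not test carry-over. Carry-over and expression of Xist in male cells therefore cannot be told apart here. Whether a library held 1 embryo or several is not given, so embryos of both sexes in 1 library also stay open.

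The 6 libraries can be split 3 against 3 in 10 ways, too few for a share under 0.05. The real split gave 6 genes at the adjusted threshold and the highest other split 1, so 1 split was as large. It gave 138 derepressed genes against 121 and 7 lists against 5, again as the 1 largest split. The other splits called 3, 4, 4, 4, 3, 0, 3, 0 and 5 lists. Camera with the preset correlation thus also called lists for groupings that mix the genotypes. For genes at p under 0.05 and over 2-fold the real split gave 572, and 2 splits were as large, the other with 634. That split set control 1, cKO 1 and cKO 2, the 3 libraries with the most genes above 0, against the rest. With the number of genes above 0 as a covariate, 186 genes were higher and 171 lower.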
